A study of Homo sapiens with 2 samples. Its data were reported in "RUNX2 recruits the NuRD(MTA1)/CRL4B complex to promote breast cancer progression and bone metastasis" (2022).

How the data were processed

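CUT&Tag libraries were made by the study from MDA-MB-231 cells with an antibody against RUNX2 or MTA1, and the labels give the target of the antibody in each library. The labels and the methods of the study name different suppliers for both antibodies, so which product made each list is uncertain. The labels also describe end repair, adaptor ligation and size selection of precipitated DNA, which is not how CUT&Tag libraries are usually made, so the library preparation is uncertain. The authors sequenced each library and called peaks in each separately. The aligner, the peak caller, its threshold, the genome build and any control library were not stated in the labels or the methods.

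The authors deposited 1 list of peaks per library, with the chromosome, start, end, name and a score of each peak. The scale of the score was not stated by the authors. It was examined from the values: the most frequent scores of each list were compared with the −log10 of the upper tail of a Poisson distribution at a single rate. The score was used to rank, describe and filter peaks within its own list, and between the lists only ranks were compared. Read counts and coverage were not used here, so the depth of each library is unknown and the only precision given is that of counting peaks. Because each list holds peaks above the threshold of its own library, a missing peak can be an absent or a weak signal.

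Positions were printed 1-based. Genes came from the RefSeq annotation of GRCh38.p14, of which 59679 genes on chromosomes 1 to 22, X and Y were used, 20037 of them protein-coding. As the build of the lists was not stated, it was examined on the peaks themselves. At the listed positions 17.5% of RUNX2 and 24.6% of MTA1 peaks lay within 1 kb of an end of a protein-coding gene, against 4.27% and 4.57% after a move of 100 kb. The share was higher without the move on 23 of 23 chromosomes tested (1 to 22 and X) in both lists. The table was used for gene names and for which peaks and genes neighbour each other, and none of its coordinates are given. It holds neither strand nor sequence. The planned promoter measure, a peak within 3 kb of a transcription start site, was therefore replaced by a peak within 3 kb of either end of a gene. The start side was known for 564 genes with a named divergent transcript within 5 kb, and the 385 of them with a span over 20 kb were used to see which end carries the peaks. Every gene symbol of the lists named here was found in the table.

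Peaks of the lists were called overlapping when they shared at least 1 bp. The MTA1 list was moved along each chromosome by 100 random circular shifts of at least 1 Mb to describe the overlap that positions alone would give, and the location of shifted peaks was found in the same way. Shares carry exact (Clopper-Pearson) 95% intervals. Score deciles were taken within each list, and equal scores were kept in the same decile. A gene was counted as bound when a peak overlapped the 3 kb on either side of an end of a protein-coding gene. The list of study targets was set beside 10000 random lists of protein-coding genes, both unmatched and matched on quintile of the number of transcripts. No p-value was computed, since peaks and genes are not replicates and each antibody has 1 library. The overlap step was tested on simulated data in which 30% of 61700 RUNX2 peaks were planted as shared, and 30% were recovered. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

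The comparisons, their alternatives and the named genes were chosen before the data were examined. The named genes are the 12 that the study names as bound by the complex, its control ACTB, 3 further genes that it names as rising after RUNX2 knockdown, the genes of RUNX2, MTA1 and CUL4B, and the 3 highest-scoring peaks of each list. The peaks of 1 of these genes are not reported here. Lists of 20 housekeeping and 20 tissue-restricted genes were added after the lists had been read, before their test was run. Alternatives were an overlap of at least 50% of both peaks, peak centres within 200 bp, peaks at or above the median score, the 10000 highest-scoring peaks of each list, merging of peaks within 500 bp, a window of 1 kb, protein-coding genes only, peaks away from gene ends, and all sequences with mitochondrial DNA. Local shifts of 20 to 100 kb and peaks wider than the narrowest width were added after seeing the data. The search for RUNX motifs in the peaks with its 10 alternatives, the odds ratio within quintiles of CpG content and the matching of random lists on CpG content need a genome sequence and were not run. The 17 RUNX2 and 15 MTA1 peaks on mitochondrial DNA were left out of the comparisons.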

Results

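Binding of the transcription factor RUNX2 and of MTA1, a subunit of the NuRD chromatin remodelling and deacetylase complex, was profiled by CUT&Tag in MDA-MB-231 cells, an established line of triple-negative breast cancer. In CUT&Tag an antibody tethers a transposase to chromatin, and the tagged fragments near the bound protein are sequenced. There was 1 library for each antibody, so no value below has a replicate, and no control library was analysed here. Differences between the lists are therefore differences between 2 libraries, and the 95% exact binomial intervals cover counting error over peaks only. Each library was represented by the peaks that the authors called in it, with a score for each peak that is the authors' own. The total number of reads in each library is unknown.

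The RUNX2 list held 61717 peaks and the MTA1 list held 42698. Of these, 61700 and 42683 lay on chromosomes 1 to 22, X and Y and entered the comparisons. The RUNX2 peaks covered 12 Mb with a median width of 151 bp, and the MTA1 peaks covered 9.43 Mb with a median width of 185 bp. The score ran from 3.0 to 108 in the RUNX2 list with a median of 6.70, and from 3.01 to 98.7 in the MTA1 list with a median of 7.58. Many peaks sat at the lower bound of width: 19552 RUNX2 peaks (31.7%) were exactly 99 bp wide, and 11080 MTA1 peaks (26.0%) were exactly 116 bp wide. Scores were also shared. A single score of 5.22 was carried by 6168 RUNX2 peaks and a score of 3.67 by 3336, while in the MTA1 list 1851 peaks had a score of 5.85. Keeping the peaks at or above the median score of each list left 30851 RUNX2 and 21342 MTA1 peaks.

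The study analysed where RUNX2 and MTA1 bind across the genome, and the first comparison was whether their peaks lie at the same sites. A total of 27997 RUNX2 peaks overlapped an MTA1 peak by at least 1 bp, which was 45.4% of the list (95% interval 45.0% to 45.8%). Conversely, 27943 MTA1 peaks overlapped a RUNX2 peak, or 65.5% (65.0% to 65.9%). When the MTA1 list was moved along each chromosome by a random distance in 100 circular shifts, 396.7 RUNX2 peaks overlapped on average (range 352 to 440), or 0.643%. The observed overlap was thus 70.6-fold the shifted one. This ratio depended on the shifts chosen and on the rule for overlap. With moves of only 20 to 100 kb, which keep the peaks in the same neighbourhood, it was 35.7-fold. With an overlap of at least 50% of both peaks it was 223-fold. Among peaks farther than 3 kb from any annotated gene end the ratio was 117-fold, so the overlap was not limited to gene ends. The observed overlap there was lower than over all peaks, at 37.6% of RUNX2 and 61.6% of MTA1 peaks. The ratio was higher because the shifted overlap also fell, to 0.323% of RUNX2 peaks.

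The overlap rose with the score in both lists. In the RUNX2 decile with the lowest scores 9.02% of peaks overlapped an MTA1 peak (8.38% to 9.68%), against 90.6% (89.9% to 91.4%) in the decile with the highest. The MTA1 list went from 24.7% (23.4% to 26.0%) to 99.1% (98.8% to 99.4%). The rise was not even. The RUNX2 decile that holds the 6168 peaks of equal score overlapped in 16.7% (15.8% to 17.6%), below the 20.6% of the decile beneath it. Across 28440 overlapping pairs the scores of the lists had a Spearman rho of 0.450, which is a correlation over peaks and not over independent replicates. It was 0.507 over the 13164 pairs at gene ends and 0.428 over the 15276 pairs elsewhere. Given the widths of both peaks, the partial rank correlation was 0.294.

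**Figure D1:**
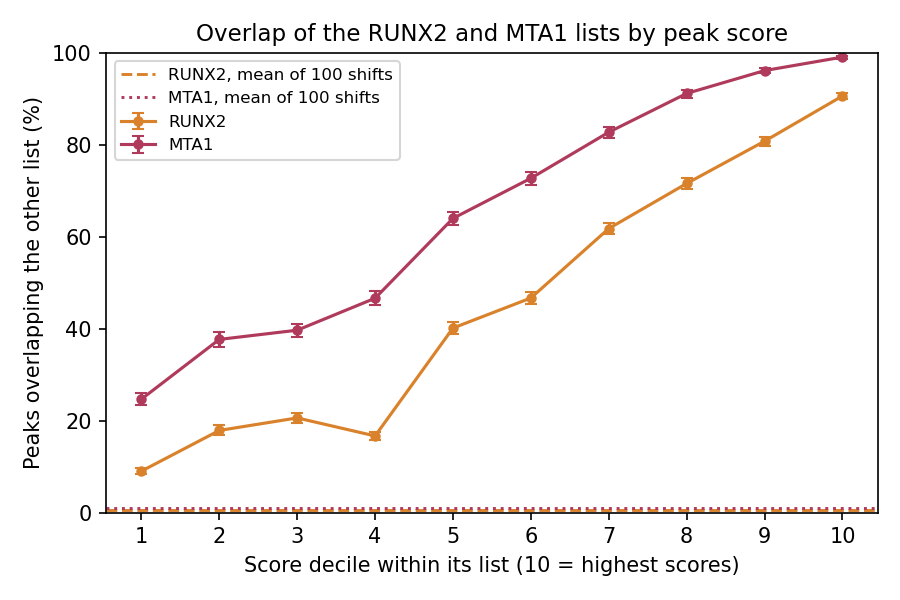
Share of peaks overlapping the other list (y axis, percent) in each decile of the authors' score (x axis, 10 the highest), for RUNX2 (orange) and MTA1 (red); bars are 95% exact binomial intervals, and the lines near 0 are the means of 100 circular shifts. The RUNX2 share goes from 9.02% to 90.6% with a dip to 16.7% in decile 4, and the MTA1 share from 24.7% to 99.1%.

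The study also described where in the genome the peaks lie. The gene table used here gives the ends of each gene without its strand, so a peak whose centre lay within 3 kb of either end of an annotated gene was counted as a gene-end peak. By this measure 35.2% of RUNX2 peaks (34.8% to 35.5%) and 42.4% of MTA1 peaks (42.0% to 42.9%) were at gene ends. The shifted lists gave 16.5% and 16.6%. Gene bodies held 42.7% of RUNX2 and 38.8% of MTA1 peaks, and 22.2% and 18.8% were intergenic. The MTA1 share at gene ends was higher by 7.27 percentage points (6.67 to 7.88). This interval is a normal approximation that treats the lists as independent, although they share many sites. The definition moved both shares: counting only the ends of protein-coding genes gave 23.8% and 31.5%. Among the 10000 highest-scoring peaks of each list the difference was 16.4 points. By score, the share at gene ends reached 65.2% (63.8% to 66.7%) in the highest MTA1 decile. The RUNX2 share was between 36.7% and 43.6% from decile 5 to decile 9, and 40.2% (39.0% to 41.4%) in the highest decile. The dip seen in the overlap was present here too, with 20.2% (19.3% to 21.2%) at gene ends in RUNX2 decile 4. RUNX2 peaks that overlapped an MTA1 peak were at gene ends in 46.2%, and the other RUNX2 peaks in 26.0%. For MTA1 peaks these shares were 45.8% and 36.0%. Overlapping peaks lie at the same sites, so the shares of both lists had to be close among them. Among the other peaks the shares lay apart.

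**Figure D2:**
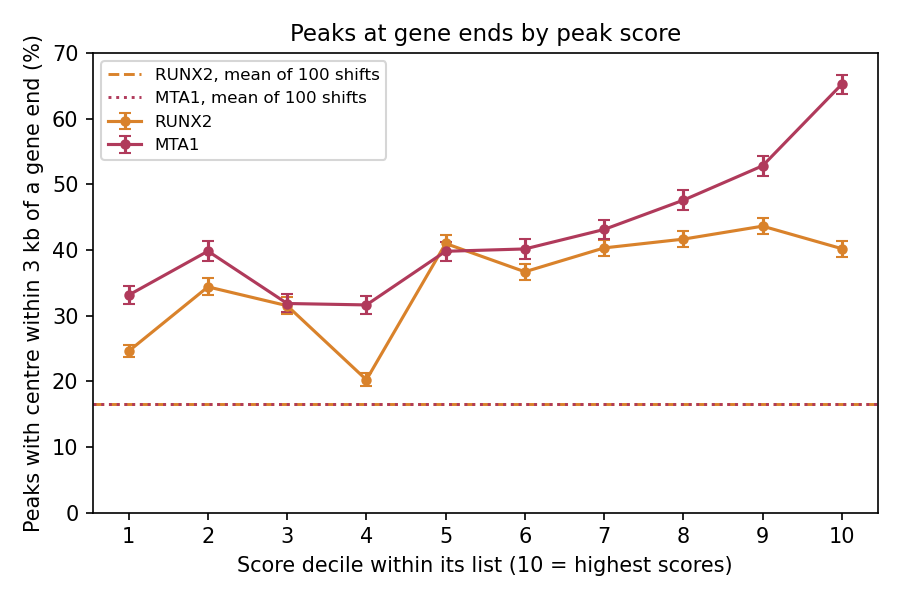
Share of peaks with the centre within 3 kb of a gene end (y axis, percent) in each decile of the authors' score (x axis, 10 the highest), for RUNX2 (orange) and MTA1 (red), with 95% exact binomial intervals; the coinciding broken lines are the means of 100 shifts, at 16.5% and 16.6%. The MTA1 share climbs to 65.2% in decile 10, while the RUNX2 share is 40.2% there.

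Which of the ends carries the peaks was examined on 385 protein-coding genes longer than 20 kb whose start side is known, because a transcript named as divergent from the gene lies next to it. A RUNX2 peak lay within 1 kb of the start side in 72.5% of these genes (67.7% to 76.9%) and within 1 kb of the far end in 5.45% (3.41% to 8.22%). For MTA1 these shares were 74.3% (69.6% to 78.6%) and 4.68% (2.79% to 7.29%). Whether these genes stand for all genes was not tested. The far end contributed more at 3 kb, with 16.9% for RUNX2 and 12.5% for MTA1.

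The study took genes bound by both proteins and shared with a CUL4B list, which was not used here. A peak overlapped the 3 kb around an end of 12004 of 20037 protein-coding genes in the RUNX2 library and of 11832 in the MTA1 library. Both were present at 10403 genes, which was 86.7% (86.0% to 87.3%) of the RUNX2 genes. RUNX2 alone was present at 1601 genes, MTA1 alone at 1429 and neither at 6604. If the 2 gene lists were independent, 7088 genes would be shared, so the observed number was 1.47-fold that value. With the 10000 highest-scoring peaks of each list, 3595 genes had a RUNX2 peak, 5667 an MTA1 peak and 2955 both.

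The study named 12 genes whose promoters were bound by the complex. Of these, 11 had peaks of both libraries within 3 kb of an end, among them SOD2, BAX, SIAH2, ANXA7, FBXW7, EIF3F, EI24, TSC22D1, EGR1 and NEURL1. Among 10000 random lists of 12 protein-coding genes the mean was 6.19, and 0.34% had as many. With random lists matched on the number of annotated transcripts the mean was 6.26 and 0.43% had as many. The study does not state how it chose the 12 genes, and it presents a separate binding assay at them as a check of its sequencing. They may have been picked from these libraries, so this cannot be taken as independent evidence. Each random list was drawn without regard to expression. The result depended on the score. With peaks at or above the median score 9 of the 12 had both, against a mean of 4.43 in random lists. Of those random lists 0.81% had as many. With the 10000 highest-scoring peaks of each list 0 of the 12 had both, against a mean of 1.77 in random lists. In that setting 7 of the 12 had an MTA1 peak and 1 had a RUNX2 peak. The shares of all protein-coding genes were 28.3% for MTA1 and 17.9% for RUNX2. Keeping 10000 peaks was a stricter cut of the 61700 RUNX2 peaks than of the 42683 MTA1 peaks. The lowest scores kept were 17.1 for RUNX2 and 13.6 for MTA1.

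The strongest RUNX2 peak within 3 kb of an end of SOD2 lay at chromosome 6, 159760640 to 159760914 (score 21.1). It overlapped an MTA1 peak at 159760638 to 159760864 (score 11.1). Inside the annotated span of SOD2, 8 RUNX2 and 4 MTA1 peaks were counted. Which start site or neighbouring gene the peaks near its end belong to was not examined. Coordinates are those of the files, whose positions fit the human assembly GRCh38. PPARA had a RUNX2 peak of the narrowest width within 3 kb of an end, at chromosome 22, 46150896 to 46150994 (score 4.52). It had no MTA1 peak there, although 3 MTA1 peaks lay inside the gene, the strongest at 46178838 to 46179063 (score 13.8). For SIAH2 the peaks lay at chromosome 3, 150763073 to 150763688 (RUNX2, score 10.1) and 150763170 to 150763637 (MTA1, score 14.7). Within 3 kb of an end, the highest MTA1 score among the 12 genes was 43.0, higher than 98.6% of MTA1 peaks. It was that of the peak at EGR1, chromosome 5, 138464624 to 138465437. By the same rule, the strongest RUNX2 peaks of the 12 genes ranged from 4.52 at PPARA to 21.1 at SOD2. Between the libraries, scores were compared only by their ranks.

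The study used ACTB as a negative control in its separate binding assay, not in CUT&Tag. The site tested by that assay was not located here, so the peaks do not show whether the control held. ACTB had 2 RUNX2 peaks and 1 MTA1 peak within 3 kb of an end. The RUNX2 peak at chromosome 7, 5529814 to 5530115 had a score of 7.87, higher than 59.0% of RUNX2 peaks, and overlapped the MTA1 peak at 5529799 to 5530065, whose score of 14 was higher than 77.6% of MTA1 peaks. FADD, HSP90B1 and TNFAIP3, which the study names as rising after RUNX2 knockdown, had peaks of both libraries. Of the genes of the proteins themselves, RUNX2 had 2 RUNX2 peaks near its ends (strongest score 6.87) and no MTA1 peak there. Inside that gene lay 9 RUNX2 and 5 MTA1 peaks, the strongest of the MTA1 peaks with a score of 16.4. MTA1 and CUL4B had no peak of either library within 3 kb of their ends, but both had peaks inside. Only the outer ends of each annotated gene were searched, so start sites inside these genes were not examined. Inside CUL4B, a RUNX2 peak at chromosome X, 120560960 to 120561362 (score 12.1) overlapped an MTA1 peak. That MTA1 peak lay at 120560854 to 120561442 (score 12.3). The RUNX2 peak of highest score inside MTA1, at chromosome 14, 105465544 to 105466040, had a score of 51.9 and overlapped an MTA1 peak with a score of 13.2.

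**Figure D3:**
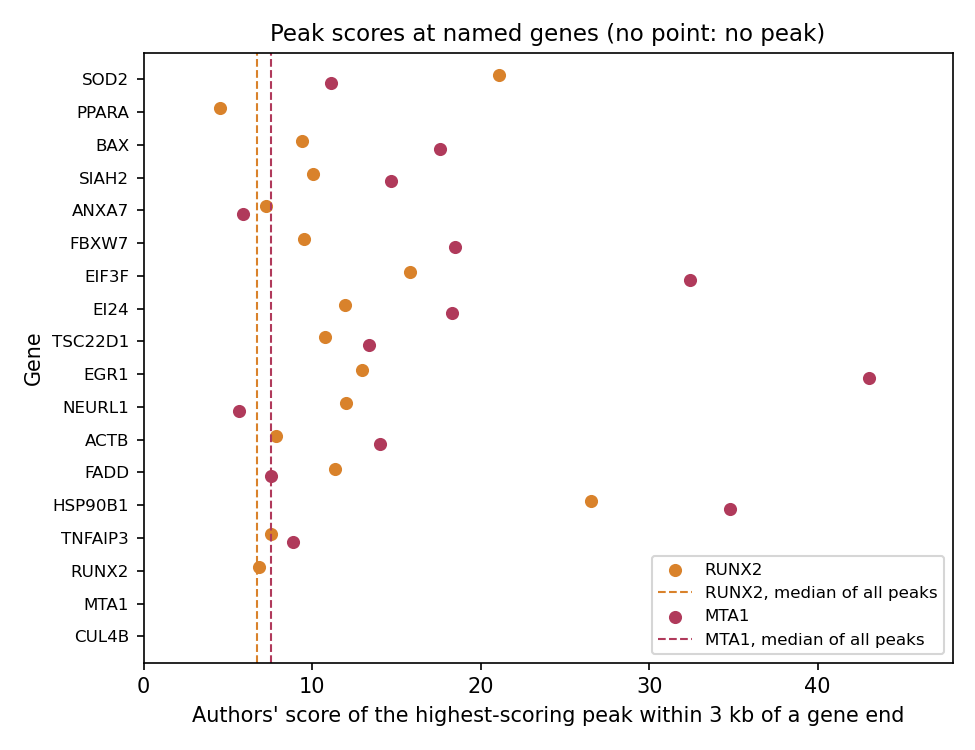
Authors' score (x axis) of the highest-scoring RUNX2 (orange) and MTA1 (red) peak within 3 kb of an end of each gene shown (y axis); broken lines are the median scores of all peaks of each list, 6.70 and 7.58, and a missing point means that no peak was listed. SOD2 has the highest RUNX2 score of the study targets shown at 21.1, EGR1 the highest MTA1 score at 43.0, and the control ACTB has peaks of both libraries at 7.87 and 14.

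The 3 RUNX2 peaks with the highest scores lay inside ABR (chromosome 17, 1060958 to 1061419, score 108), inside CD55 (chromosome 1, 207321119 to 207321842, score 103) and nearest to CD83 (chromosome 6, 14270873 to 14271390, score 101). All 3 overlapped an MTA1 peak, with scores of 46.0, 64.2 and 79.5. Of the 3, only the peak at CD55 was at a gene end. The 3 highest MTA1 peaks were all at gene ends. They lay nearest to MAFK (chromosome 7, 1520623 to 1521053, score 98.7), inside both VCPIP1 and C8orf44-SGK3 (chromosome 8, 66667146 to 66667596, score 96.2) and inside RAB30 (chromosome 11, 83071712 to 83072114, score 95.4). RUNX2 peaks overlapped them with scores of 47.6, 23.4 and 18.4.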

Values the study reported

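The study reported 10 455 binding peaks that it called specific to RUNX2 and MTA1, and its text does not say how they were counted. After combining the genes of both proteins with promoters bound by CUL4B, it counted 3857 genes as common targets of the complex.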

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

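None of the tests in this part was chosen after its result was seen. Peaks on mitochondrial DNA, which no comparison above used, were present in both lists. There were 17 in the RUNX2 list and 15 in the MTA1 list, and no control library was analysed beside them. Per Mb, this was 1029 RUNX2 peaks against 19.99 on the nuclear chromosomes, and 908 MTA1 peaks against 13.8. A background of transposed mitochondrial DNA, which is abundant and free of nucleosomes, would place the peaks of both libraries at the same positions. Of the 15 MTA1 peaks, 15 overlapped a RUNX2 peak, while 1000 circular shifts along the mitochondrial sequence gave 11.2 on average, and 0.9% of the shifts gave as many. The peaks cover 49.7% and 48.2% of that sequence, so a large overlap was to be had in any case. Such background may account for these peaks. No biological explanation was tested, since the design names no group that would give one, and binding of either protein in mitochondria was not examined.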

How the results depend on the processing

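In this part, the local shifts and the peaks wider than the narrowest width were chosen after seeing the data. The higher share of MTA1 peaks at gene ends, the overlap above that of shifted lists and the positive correlation of scores kept their direction in each alternative run for them. The sizes did not.

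With peaks at or above the median score, 30851 RUNX2 and 21342 MTA1 peaks remained by construction. The overlap was then 52.6% of RUNX2 and 75.8% of MTA1 peaks and 118-fold the shifted one. Gene ends held 40.5% and 49.8%, a difference of 9.29 points, and 83.4% of RUNX2 genes had an MTA1 peak. With the 10000 highest-scoring peaks of each list, the overlap was 52.4% and 52.5%, and 181-fold. Gene ends held 41.2% and 57.6%, a difference of 16.4 points. Genes fell to 3595 for RUNX2, 5667 for MTA1 and 2955 for both, as fewer peaks must give fewer genes. The share of RUNX2 genes with an MTA1 peak was 82.2%, and 0 of the 12 study targets had both peaks.

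An overlap of at least 50% of both peaks gave 34.9% of RUNX2 and 50.5% of MTA1 peaks, 223-fold the shifted overlap, and a rho of 0.519. The stricter rule lowers the shares by construction. With centres within 200 bp the MTA1 share was 65.0%. Given both widths, the rho was 0.294. Peaks away from gene ends overlapped 117-fold the shifted overlap, though in lower shares than all peaks, 37.6% of RUNX2 and 61.6% of MTA1. Local shifts gave 35.7-fold. The cause was not tested. Without the peaks of the narrowest width, the overlap was 55.0% and 73.2%.

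A window of 1 kb put 23.7% of RUNX2 and 31.2% of MTA1 peaks at gene ends, and 88.0% of RUNX2 genes had an MTA1 peak. The ends of protein-coding genes held 23.8% and 31.5%. A narrower window and fewer genes lower both by construction. For the changes whose construction is not named here, the cause was not tested.

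Merging peaks within 500 bp, and adding mitochondrial DNA, kept the numbers of peaks within 1.5-fold. Of 38 counts of peaks at named genes, 6 were 0 from the start. With a window of 1 kb 14 counts fell (1 of them to 0), with peaks at or above the median score 13 fell (4 to 0), and with the 10000 highest-scoring peaks 27 fell (21 to 0).

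The motif results with their 10 alternatives and the odds ratio within quintiles of CpG content were not run. The unknown number of reads limits the peaks of low score most: whether a site of one list is truly empty in the other was not detectable.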

Other observations

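In this part, the tests of the score deciles, of the shared scores and of the depth were chosen after their results were seen. The other tests were not.

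The scores of both lists fell on a few exact values. In the RUNX2 list, the lowest pair of frequent scores, 3.67 and 5.22, equals the −log10 of the Poisson probability of at least 3 and at least 4 fragments at a rate of 0.112 per window. The same rate gives 7 further steps, for at least 5 to at least 11 fragments, and all 7 occur in the list to within 2e-05. They hold 2422 peaks, among them 1450 at 6.87 and 603 at 8.60. At 100 other rates the same steps held 0.06 peaks on average and at most 3. In the MTA1 list a rate of 0.0777 accounts for 805 peaks at 4.13 and 1851 at 5.85, and 3 of its 7 further steps occur, with 416 peaks, against 0.26 on average and at most 16 at other rates. The score may therefore be a −log10 p-value against a background of Poisson form, genome-wide where the local background is no higher. If so, the first 2 steps, with 9504 RUNX2 peaks (15.4%) and 2656 MTA1 peaks (6.22%), rest on 3 or 4 fragments, or on 2 or 3 if the caller counts only values above the observed one. The values do not tell these apart.

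At the first 5 RUNX2 steps the overlap with MTA1 peaks rose from 9.65% to 15.3%, 32.1%, 42.6% and 48.6%. The 4 steps above them hold 82, 27, 12 and 1 peaks, of which 47.6%, 37.0%, 33.3% and 0% overlapped, so the rise did not go on, on few peaks. At the first 5 steps the share at gene ends stayed between 17.8% and 20.1%, near the 16.5% of shifted peaks. At the 5 MTA1 steps found, the overlap with RUNX2 peaks was 18.0%, 30.0%, 47.3%, 59.2% and 57.1%, the last on 7 peaks. Of these MTA1 peaks, 15.4%, 18.6%, 16.9%, 12.7% and 71.4% were at gene ends. The RUNX2 peaks of the second step make up most of RUNX2 decile 4, where both the overlap and the share at gene ends dip. On the reading given above, such peaks lie where the local background is low, and no biological explanation was tested for them.

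The RUNX2 list was 1.45-fold as long as the MTA1 list. If the narrowest width of each list is the window that its rate refers to, the rates come to 1.13 fragments per kb for RUNX2 and 0.669 for MTA1, a ratio of 1.69. Without that assumption the ratio of the rates is 1.44. Deeper sequencing of the RUNX2 library is a candidate explanation for its longer list. A larger number of sites bound by RUNX2 stays open, as each antibody has 1 library.

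The share of RUNX2 peaks without an overlapping MTA1 peak fell by 81.6 percentage points from the lowest to the highest score decile. This is the rise of the overlap seen from the other side, so it decides nothing about a call threshold that leaves weak sites out of one list, which stays open. Peaks of high score were examined apart. In the highest RUNX2 decile 509 of 6170 peaks (8.25%) had no MTA1 peak within 1 kb, while in the highest MTA1 decile 35 of 4270 (0.820%) had no RUNX2 peak. Suppose the MTA1 signal were proportional to the RUNX2 signal everywhere, and equal scores meant equal signal. Then such peaks would be as frequent at gene ends as elsewhere at like score. They were not: 10.8% of those away from gene ends (9.78% to 11.8%) and 4.52% of those at gene ends (3.73% to 5.41%) lacked an MTA1 peak. In the highest MTA1 decile the shares without a RUNX2 peak were alike, 0.943% away from gene ends and 0.754% at them. Within quintiles of the RUNX2 score the difference for RUNX2 peaks averaged 6.78 points. From the lowest quintile to the highest it was 11, 8.15, 10.9, 2.91 and 0.942 points, so the fall was not steady. Equal scores need not mean equal signal where the local background differs, so a proportional signal is not excluded. The strongest examples lay nearest to ACTL7B (chromosome 9, 108776987 to 108777391, score 68.0), inside SIN3B (chromosome 19, 16876913 to 16877463, score 66.7) and at SRCIN1 (chromosome 17, 38591855 to 38592253, score 63.8). These 3 were picked after their scores were seen. Sites bound by RUNX2 with little MTA1 remain a hypothesis, and depth and antibody quality were not separated from it.

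MTA1 peaks of high score were at gene ends more often than RUNX2 peaks of high score. Calling different sites in each list is a possible explanation, but it would leave no difference at the sites found in both. Over the shared pairs, the median rank of the MTA1 score minus that of the RUNX2 score was 7.63 percentile points at gene ends and -3.76 elsewhere, a gap of 11.4 points. The MTA1 rank was the higher one in 62.8% of pairs at gene ends and in 44.0% of the others. This gap concerns the ranks of scores only. Overlapping peaks lie at the same sites, so their shares at gene ends had to be close, at 46.2% for RUNX2 and 45.8% for MTA1. Over all peaks, the difference in gene-end share therefore comes from which sites each list holds. Peaks without an overlap were at gene ends in 26.0% for RUNX2 and 36.0% for MTA1. Peaks with an overlap made up 45.4% of the RUNX2 list and 65.5% of the MTA1 list. Why the lists hold different sites was not tested. A bias of the transposase towards open gene ends that differs between the libraries was not tested, and neither was a true preference of MTA1.

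ACTB, the negative control of the separate binding assay of the study, had peaks of both libraries. Of 20 housekeeping genes, 19 had both within 3 kb of an end, against 4 of 20 tissue-restricted genes. HPRT1 had neither. This is a pattern in which the ends of most broadly expressed genes carry peaks of both libraries, and the peaks at ACTB may be part of it. Of the 12 study targets 11 had both, a share no higher than that of the housekeeping genes. With peaks at or above the median score the numbers were 9 of 12, 18 of 20 and 2 of 20. With the 10000 highest-scoring peaks they were 0 of 12, 8 of 20 and 1 of 20. In this last setting an MTA1 peak was present at 7 of 12, 16 of 20 and 2 of 20. A RUNX2 peak was present at 1 of 12, 8 of 20 and 2 of 20. Keeping 10000 peaks is a stricter cut of the longer RUNX2 list. Expression in these cells was not used here, and open chromatin as the source of the shared peaks was not separated from binding.

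A total of 27997 RUNX2 peaks overlapped an MTA1 peak here. That is higher than the value quoted from the study above, whose way of counting was not stated. The number of protein-coding genes with both peaks was 10403. That is higher than the number of common targets quoted from the study above, which was also filtered on a CUL4B list not used here.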
